A study of Mus musculus with 21 samples.

How the data were processed

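RNA was sequenced from bone-marrow-derived macrophages of mice, grown for 7 days in medium with GM-CSF, a growth factor that drives marrow precursors towards macrophage-like cells. The series describes the cells as lacking the mannose receptor, encoded by Mrc1. They were left untreated (0 h) or were given FcMR, a fusion of the extracellular part of the mannose receptor with an antibody Fc region, or an isotype control protein for 4, 12 or 24 h. Per the labels, libraries were made with a TruSeq RNA kit and sequenced as 75 bp single-end reads. The 7 groups hold 3 libraries each, 21 in all, and the group and replicate number of every library were read from its title.

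The deposited gene table that the authors call raw holds whole numbers for 23250 genes. No aligner, quantifier, genome build or annotation is stated per the labels. These values were treated as estimated counts per gene, deposited by the authors as whole numbers already, so that rounding changed none of them. The reason is that the second deposited table, of normalized expression on a linear signal scale, equals the first divided by a factor. That factor differs between genes as well as libraries, although 19.2% of the genes without a 0 share one set of factors. The geometric mean of that factor over the 21 libraries is 1 for every one of the 13034 genes without a 0, a form that gene-length-aware scaling of estimated counts takes. This inference rests on the values alone. The plan fixed before the data were examined had assumed plain counts, and the test it named was kept because it also fits estimated counts. Every gene in the table has at least 10 counts summed over the libraries, so genes under that sum had been left out by the authors or were not used here. Estimated counts can move reads between near-identical genes, which affects pseudogenes and members of gene families most.

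Gene IDs were matched without their version to symbols and positions of GENCODE M21 (build GRCm38). A symbol was found for 23187 genes, and 21231 IDs matched with their version too. Positions are therefore those of GRCm38 and not taken from the deposited tables. Transcript GC content was available for 13440 of the 13468 genes tested.

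Library totals ran from 5532225 to 66729533 counts, a 12.1-fold range. The smallest level that 3 counts can show ran from 0.045 to 0.542 CPM (counts scaled to a common library total, here without TMM). Intervals and floors cover counting error only, since the reads carry no molecular identifiers. Replicate libraries of a group correlated at r = 0.92 to 0.987 on log2 CPM. The counts of each replicate pair differed by more than sampling noise (chi-square per degree of freedom of at least 3.09). Every library was therefore counted as separate. That value cannot tell separate mice or cultures from separate preparations of one culture. The p-values may therefore measure the spread between preparations and not that between mice.

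The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) in one fit of the 21 libraries with a coefficient per group. Libraries were scaled by TMM and genes were kept by filterByExpr with its minimum of 10 counts, which left 13468 genes. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. The comparisons were FcMR against isotype at each time, isotype against untreated at each time, and a joint test of whether the FcMR effect differed over the 3 times. Values per gene are CPM after TMM scaling, as mean ± SD over 3 libraries, and fold changes are on the log2 scale with the standard error from the quasi-likelihood F. The 5 gene lists were written down before the data were examined and tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. Adjustment for the lists covered the 15 tests of 5 lists at 3 times. A list score is the mean log2 CPM over its genes minus the untreated mean, with a prior count of 2.

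Genes are named by a rule fixed before the data were examined. For each FcMR comparison these are the 4 called genes with the highest and the 4 with the lowest fold change, among genes with an average log2 CPM of at least 1 and no overlap between the groups. For isotype against untreated the rule takes 2 each way, and for the test over time the 4 genes with the smallest p-value. A further 11 genes were fixed by name, among them Mrc1. Where every library of a group held at most 3 counts of a gene, the fold is given as a bound against the level of 3 counts.

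Replicate numbers come from the sample titles and are shared by all groups. No label says that libraries with the same number came from the same mouse or day. The fit with the replicate number as a block is given beside the fit without it, with the mean correlation of the deviations of same-numbered libraries from their group means. That mean runs over all genes and can miss a pattern held by few of them. Library numbers in the titles follow the order of the groups except for FcMR 12 h replicate 1 and isotype 4 h replicate 3, which stand in each other's place.

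Alternatives fixed before the data were examined were RLE factors, no expression filter, a mean of at least 10 counts, DESeq2 1.42.0, limma on log2 of the deposited normalized values plus 1, the replicate block, only the groups compared, a fold above 1.5, leaving out each library, and leaving out both libraries that break the order. For lists, the inter-gene correlation was also estimated from the data. Further alternatives were chosen after the data had been seen. They are the authors' factors as offsets, thinning of every library to the smallest total, a loess correction for GC content per library (span 0.5), that correction together with the block, and for lists the block together with the estimated inter-gene correlation. The share of the variance within groups held by the replicate number, for the list scores and genes fixed by name, was also computed after the list results had been seen.

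The tests were checked on simulated counts with 200 genes changed at 4 h among 13468. The 30 genes of the cell cycle list were also raised there by 0.5 on the log2 scale, and their calls did not count as false. edgeR recovered 74.5% of them with 4.97% false calls among its calls, and called 0 genes at 12 h, where none had been changed. DESeq2 recovered 79% with 14.2% false calls, and called 5 genes at 12 h. limma recovered 76% with 7.14% false calls. Each gene was drawn independently, without the variation with GC content that the real libraries showed. Far fewer genes were changed than were called in the real data, so these rates may not hold there. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.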

Results

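The study asked how a soluble form of the mannose receptor affects macrophages that lack the receptor. Gene expression was measured in 21 libraries, 3 from each of 7 groups: untreated cells at 0 h, and cells given FcMR or the isotype control for 4, 12 or 24 h. Totals ranged from 5532225 counts in isotype 4 h replicate 2 to 66729533 in isotype 12 h replicate 3. Untreated libraries held 9292540 to 19376498 counts. At 4 h the isotype libraries held 5532225 to 9171892 counts and the FcMR libraries 6306625 to 31978437. At 12 h these ranges were 6676302 to 66729533 and 11901472 to 21699811, and at 24 h 7402006 to 9556249 and 7951434 to 26310320.

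Mrc1 (ENSMUSG00000026712.3, chromosome 2, 14229392 to 14332057) was at or near the floor in every library, with 0 to 11 counts. The highest level, without TMM scaling, was 0.628 CPM in isotype 24 h replicate 1 (95% exact Clopper-Pearson interval 0.23 to 1.37), and Mrc1 did not pass the expression filter. Ptprc (ENSMUSG00000026395.16), a leukocyte surface gene, was at 545 ± 30.9 CPM (SD, n = 3) in untreated cells and differed little between FcMR and isotype, by 0.15 (SE 0.138) on the log2 scale at 4 h, with an edgeR adjusted p of 0.522. After GC correction this difference was 0.28 and was called.

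Libraries of one group differed in how GC-rich genes were represented. A GC tilt was computed per library as the mean log2 level of the 10% of genes richest in GC (at least 57.3%) minus that of the 10% poorest (at most 40.8%), relative to all libraries. At 4 h the isotype libraries had tilts of −0.825, −1.58 and 0.641, a wider range than the −0.37, −0.153 and −0.477 of the FcMR libraries. FcMR 12 h replicate 1 had a tilt of −0.722 where the other libraries of its group had 0.722 and 0.8. The FcMR libraries of 24 h ranged from −1.3 to 0.398, and the isotype libraries of 24 h from −0.1 to −0.053.

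**Figure D1:**
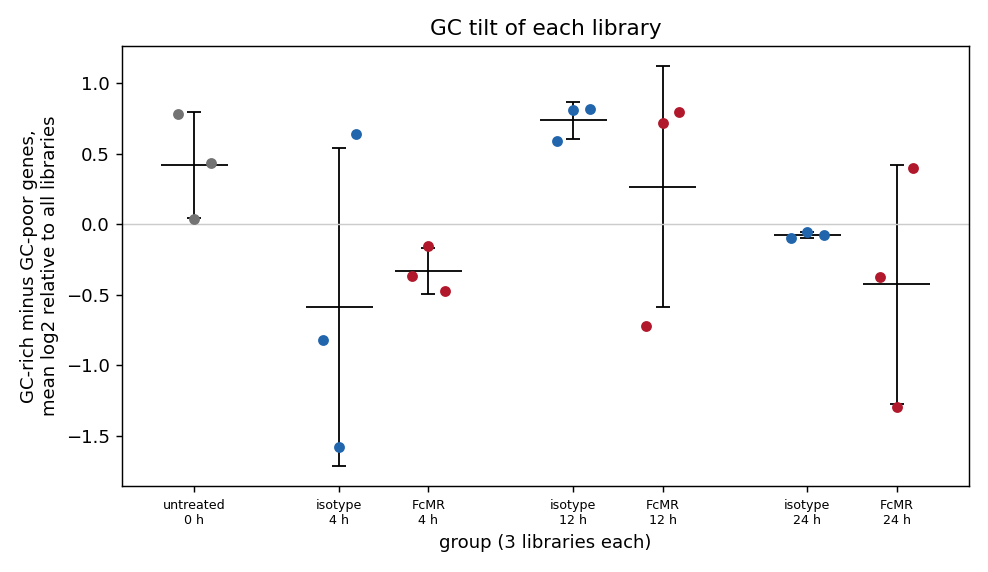
Mean log2 level of GC-rich minus GC-poor genes in each library (vertical axis, relative to all libraries) by group (horizontal axis). Points are libraries, horizontal lines are group means and bars are 1 SD; the isotype 4 h libraries span −1.58 to 0.641 and the isotype 24 h libraries −0.1 to −0.053.

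The first comparison asked which genes FcMR changed against the isotype control at 4 h. Of 13468 genes, 2390 were called by edgeR, 1161 higher and 1229 lower, and 1385 of them also changed by more than 1.5-fold. This count moved most when only the 6 libraries compared were fitted, which called 791 genes, and when both libraries out of title order were left out, which called 3942. The split by direction depended on the settings: RLE factors gave 1412 higher and 839 lower, and the fit of the 6 libraries alone 603 and 188. With the replicate number as a block, 2541 genes were called, while the deviations of same-numbered libraries correlated at a mean of −0.071. The groups did not overlap for 3994 genes (29.7%), where chance gives 10%.

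At 12 h, 2169 genes were called, 1160 higher and 1009 lower, where GC correction gave 1487 and 1737. The block fit called 2290, with a mean correlation of same-numbered libraries of 0.106. The groups did not overlap for 4772 genes (35.4%, against 10% by chance). At 24 h, 2813 genes were called, 1541 higher and 1272 lower, where GC correction gave 1910 and 1936. The block fit called 2911, with a mean correlation of 0.014. The groups did not overlap for 4638 genes at 24 h (34.4%, against 10% by chance).

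**Figure D2:**
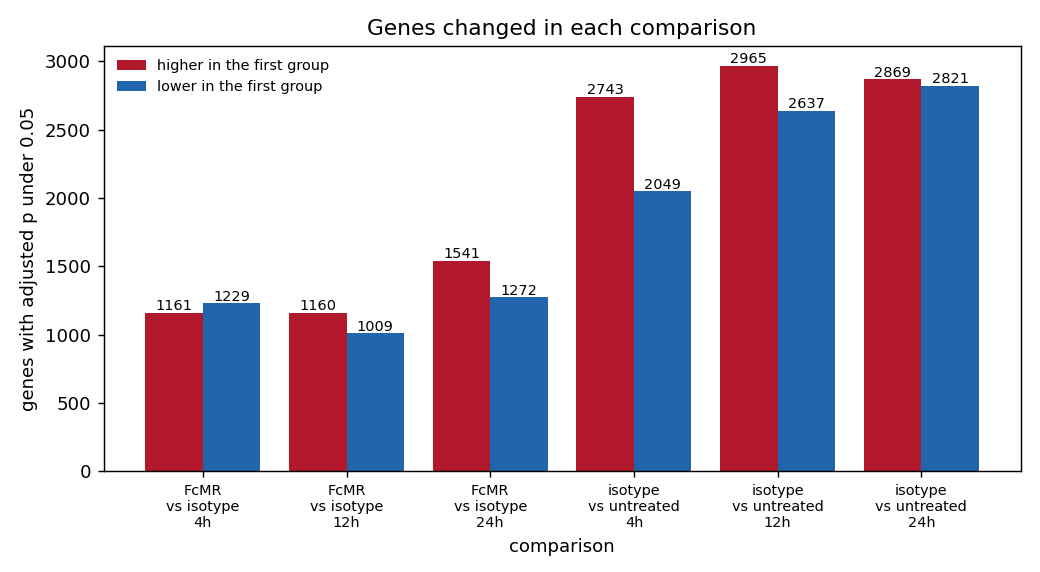
Number of genes with an edgeR adjusted p-value under 0.05 (vertical axis) in each of 6 comparisons (horizontal axis), higher in red and lower in blue. At 4 h FcMR gave 1161 higher and 1229 lower genes against isotype, and the isotype control gave 2743 higher and 2049 lower against untreated cells.

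Among the genes fixed by name, Il6 (ENSMUSG00000025746.11, chromosome 5, 30013114 to 30019981) was at 2.81 ± 0.834 CPM in untreated cells. It reached 1314 ± 23.6 CPM with FcMR and 133 ± 26.2 with isotype at 4 h (n = 3 each), a log2 fold change of 3.31 (SE 0.233, edgeR adjusted p 3.85e-08). The difference was 4.01 at 12 h and 3.4 at 24 h. Tnf (ENSMUSG00000024401.14, chromosome 17, 35199381 to 35202007) was at 5790 ± 284 CPM with FcMR and 1057 ± 170 with isotype at 4 h. Its log2 fold change was 2.45 at 4 h, 1.74 at 12 h and 0.55 at 24 h, with edgeR adjusted p-values of 2.52e-10, 6.77e-09 and 0.00107. For Il1b (ENSMUSG00000027398.13, chromosome 2, 129364570 to 129371139) the change was 2.57 at 4 h, 4 at 12 h and 4.37 at 24 h, when FcMR libraries held 1896 ± 235 CPM and isotype libraries 91.6 ± 8.37. Its level fell in both, from 5768 ± 262 and 970 ± 179 at 4 h. Il1b overlaps an annotated gene on the opposite strand, and no label states that counting used strand.

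Ccl2 (ENSMUSG00000035385.5, chromosome 11, 82035571 to 82037453) was higher with FcMR at 4 h, by 1.36 (SE 0.247, edgeR adjusted p 0.000849), and lower at 24 h, by −1.94 (SE 0.26, edgeR adjusted p 2.44e-05). At 12 h its difference of −0.22 was within the replicate error (edgeR adjusted p 0.659). Ccl2 was lowest in replicate 3 in 7 of 7 groups, and the replicate number held 73.2% of its variance within groups. With the block it was again called at 4 h and 24 h and not at 12 h, beside mean correlations of same-numbered libraries of −0.071, 0.106 and 0.014 at the 3 times. Il12b was higher with FcMR than with isotype by 3.06, 3.51 and 2.65 at 4, 12 and 24 h. In the same order Nos2 was higher by 3.2, 2.87 and 3.36, and Cxcl2 by 2.63, 2.15 and 2.31. Nfkbia was higher by 0.98, 1.3 and 1.5, and Tnfaip3 by 1.34, 1.26 and 0.75. Each of these 15 differences had an edgeR adjusted p-value under 0.05. They do not show a rise above untreated cells, against which FcMR was not tested. At 24 h Nfkbia was at 156.7 to 196 CPM with FcMR and 327.6 to 393.2 in untreated libraries. Tnfaip3 overlapped (227.4 to 258.7 with FcMR, 256.9 to 296 untreated). Il12b, Nos2 and Cxcl2 lay above every untreated library, Cxcl2 narrowly (at least 64.87 against at most 64.65).

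**Figure D3:**
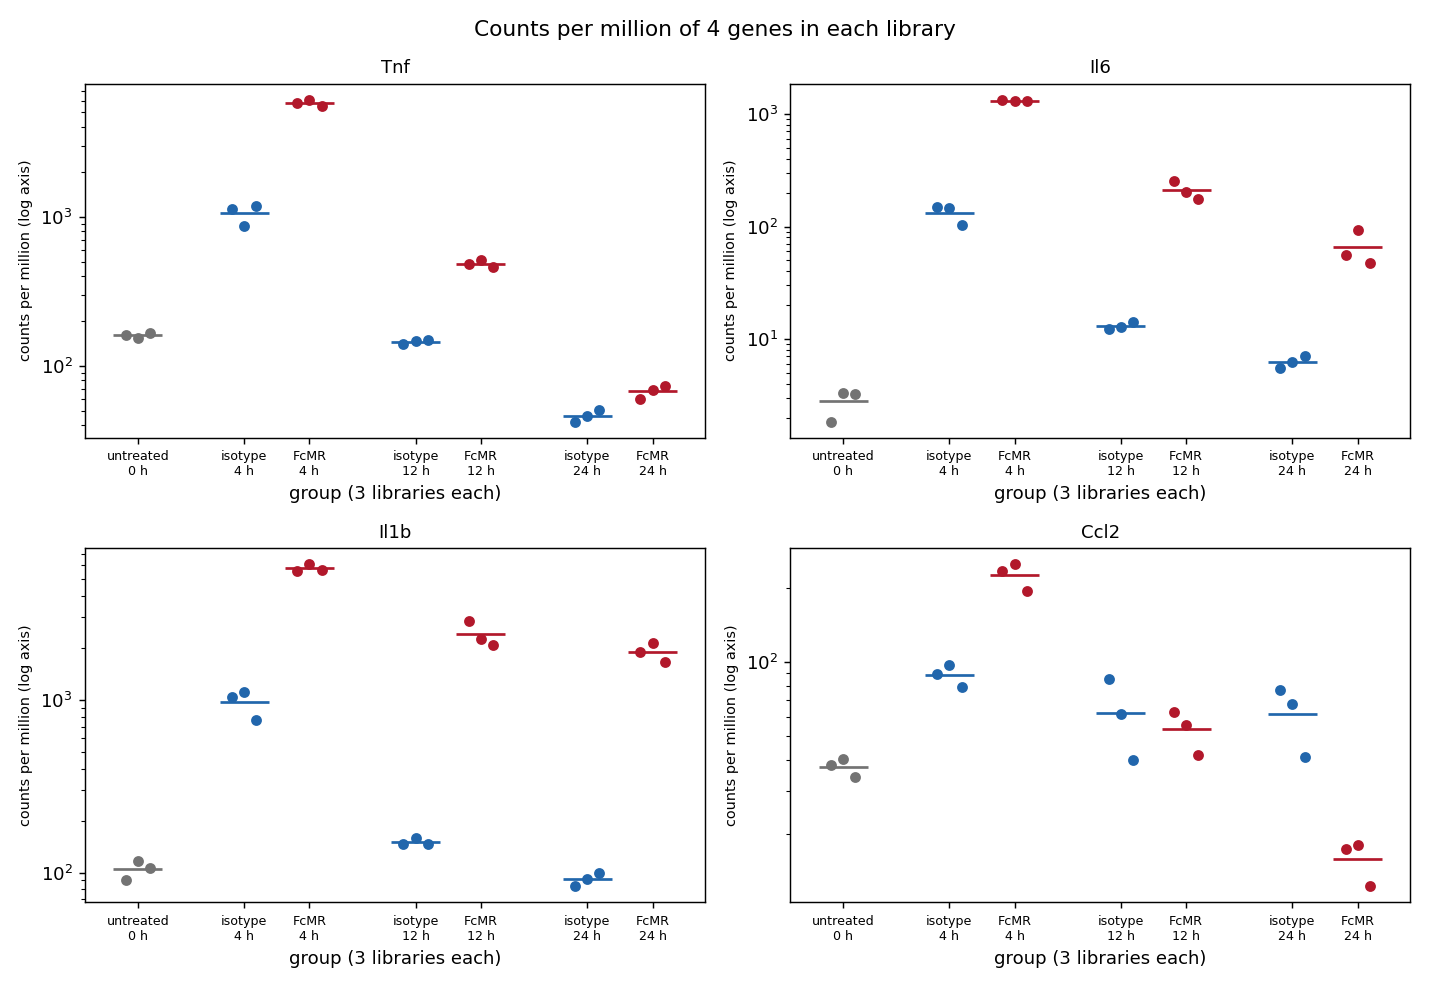
CPM (vertical log axes) of Tnf, Il6, Il1b and Ccl2 in each library by group (horizontal axes), with lines at the group means of 3 libraries. Il1b was at 5768 CPM with FcMR and 970 with isotype at 4 h, and at 1896 and 91.6 at 24 h, when Ccl2 was at 16 CPM with FcMR and 61.7 with isotype.

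By the naming rule, which ranks differences between FcMR and isotype, the genes most raised at 4 h were Shisa3, Il23a, Csf3 and Il6. Shisa3 was higher by 3.82 (SE 0.458), Il23a by 3.81 (SE 0.194) and Csf3 by 3.35 (SE 0.435). Il23a was at 83.4 ± 7.46 CPM with FcMR and 5.97 ± 0.46 with isotype at 4 h, and its libraries held at most 12 counts in each group at 12 h. The genes most lowered at 4 h were Ankrd63 (−2.01), Cd300lb (−1.95), 2810013P06Rik (−1.91) and Dnajc28 (−1.85). Of these, 2810013P06Rik and Dnajc28 were not called at 12 or 24 h. Apart from Cd300lb, the lowered genes rest on few counts per library at 4 h. Ankrd63 held 1 to 10 with FcMR and 3 to 12 with isotype. For 2810013P06Rik these were 4 to 16 and 17 to 19, and for Dnajc28 4 to 22 and 15 to 20.

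At 12 h the rule named Ereg (4.33, SE 0.311), Shisa3 (4.18, SE 0.402), Il10 (4.04, SE 0.325) and Gm9845 among raised genes. Gm9845 is a processed pseudogene whose estimated counts were 0 in some libraries and over 100 in others of the same group, and its value is uncertain. Lowered genes were Fat3, Slc36a2 (−3.5), Scel (−2.70) and Nxpe5 (−2.65). Every FcMR 12 h library held at most 3 counts of Fat3, which was therefore at least 6.83-fold lower.

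At 24 h the raised genes were Gm4366, Slc1a2, Shisa3 and Gm48415. Slc1a2 (ENSMUSG00000005089.15, chromosome 2, 102658659 to 102790784) was at 101 ± 15.1 CPM with FcMR and 0.652 ± 0.227 with isotype, a log2 fold change of 7.25 (SE 0.211, edgeR adjusted p 1.42e-13). Shisa3 had 0 counts in the 3 isotype libraries of 24 h and was at least 2.04-fold higher with FcMR. Gm4366 and Gm48415 are processed pseudogenes with uncertain counts, at least 41.7-fold and 7.84-fold higher. Lowered genes were Nxpe5 (−3.73), Fat3 (−3.67), Hal (−3.38) and Ccr2 (−3.13). Ccr2 was at 9.37 ± 2.19 CPM with FcMR and 82.5 ± 13.2 with isotype. Of the 42 named genes, 16 overlap another annotated gene, and their counts carry that uncertainty.

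A next question was whether the FcMR effect was the same at the 3 times. In total, 4555 genes were called at 1 or more times, and 784 at all 3. Of the 784, 749 had one direction throughout, 493 higher and 256 lower. The 12 h and 24 h calls shared 1571 genes, 99.1% of them in the same direction, and the 4 h and 24 h calls shared 1029, 86.5% in the same direction. The joint edgeR test called 1484 genes whose FcMR effect differed over time, and 1620 with the replicate number as a block, where same-numbered libraries correlated at means of −0.071, 0.106 and 0.014 at the 3 times. From 4 h to 24 h the effect rose for 840 of the 1484 and fell for 644. RLE factors gave 587 and 780, DESeq2 727 and 984 and the authors' factors 400 and 598, so this split depended on the scaling. GC correction raised the count to 2710, of which 1308 rose and 1402 fell.

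The smallest p-values of the joint test belonged to Mamdc2, Acsl1, Ccl3 and Ehd4. The FcMR effect on Mamdc2 went from −0.62 at 4 h to −3.07 at 24 h, and that on Acsl1 from 0.95 to 3.3. For Ccl3 it went from 2.87 at 4 h to 0.053 at 24 h, when both groups were near 60 CPM (63.2 ± 2.29 and 60.9 ± 1.18). Ehd4 changed sign, from 0.75 at 4 h to −1.25 at 24 h, and both differences were called. Their edgeR adjusted p-values in the joint test were 3.32e-09, 1.63e-08, 2.06e-08 and 4.11e-08.

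Gene lists fixed before the data were examined were compared between FcMR and isotype with camera, adjusted over 15 tests. The 36 genes of the NF-kB and pro-inflammatory list had a median log2 fold change of 1.68 at 4 h, with 36 of 36 genes higher and an adjusted p of 1.97e-91. The median was 1.49 at 12 h and 1.09 at 24 h, with 33 and 31 genes higher and adjusted p-values of 5.84e-55 and 6.16e-26. At 4, 12 and 24 h, 32, 29 and 28 of its genes were called over all genes tested, and 33, 31 and 29 when adjusted over the list alone. With the replicate block the medians were 1.68, 1.47 and 1.08, beside mean correlations of same-numbered libraries of −0.071, 0.106 and 0.014.

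The interferon-stimulated list of 30 genes had medians of 0.99, 0.66 and 0.68 at 4, 12 and 24 h, with 30, 30 and 29 genes higher and adjusted p-values of 2.36e-40, 1.52e-16 and 7.2e-14. At the 3 times 28, 22 and 21 of its genes were called over all genes, and 29, 26 and 23 over the list alone. Block medians were 1, 0.65 and 0.67. In its weakest alternative the list had camera adjusted p-values of 0.00179, 0.0347 and 0.043. The cell cycle list of 30 genes had a median of −0.21 at 4 h (adjusted p 0.293, 7 genes higher), −0.62 at 12 h (adjusted p 0.00889, 4 higher) and −1.13 at 24 h (adjusted p 2.21e-08, 3 higher), and block medians of −0.24, −0.6 and −1.13 with adjusted p-values of 0.166, 0.00218 and 6.98e-11. When the inter-gene correlation was estimated from the data without the block, the cell cycle list passed the threshold at none of these times (adjusted p 0.786, 0.448 and 0.143). Its score followed the replicate number, being lowest in replicate 3 in 7 of 7 groups and highest in replicate 1 in 6, and the number held 80% of its variance within groups (3.06% to 20.5% for the other lists). Same-numbered libraries differed in this score by −0.384, −0.527 and −0.356 at 12 h and by −1.134, −0.923 and −0.757 at 24 h, FcMR minus isotype. With the block and the correlation estimated together, an alternative added after these results had been seen, the list passed at 24 h (adjusted p 0.0351) and not at 4 h (0.554) or 12 h (0.21). At 12 h, 6 of its 30 genes were called over all genes, 2 of them higher with FcMR, and 7 over the list alone. At 24 h, 25 were called over all genes, 1 of them higher with FcMR, and 28 over the list alone. The alternative activation list, with 19 of 20 members tested, did not pass at any time, with medians of 0.12, −0.18 and −0.45 and adjusted p-values of 0.105, 0.25 and 0.865, and block medians of 0.11, −0.19 and −0.46. Of its genes 6, 8 and 9 were called over all genes at the 3 times, and 6, 10 and 12 over the list alone. The sterol synthesis list, with 19 of 20 members tested, passed narrowly at 12 h, at a median of −0.21 with 2 genes higher and an adjusted p of 0.0409. It did not pass at 4 h (−0.19, adjusted p 0.0639) or 24 h (−0.19, adjusted p 0.0779), and its block medians were −0.18, −0.21 and −0.19. Of its genes 5, 4 and 3 were called over all genes, and 5, 6 and 3 over the list alone. Mean correlations of same-numbered libraries for these fits were those given for the first list. They run over all genes and did not show the pattern of the cell cycle list.

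**Figure D4:**
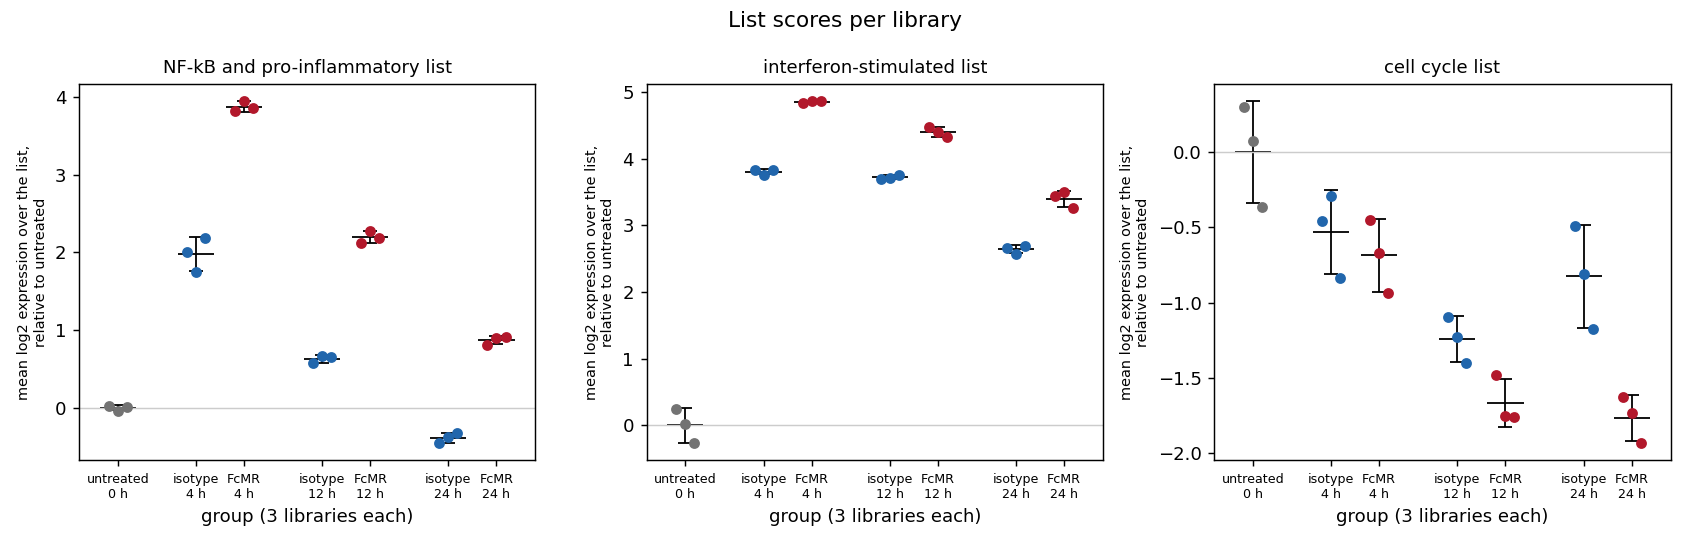
Mean log2 expression over 3 gene lists in each library, relative to untreated cells (vertical axes), by group (horizontal axes); points are libraries, lines are means and bars are 1 SD. The NF-kB list scored 3.88 with FcMR and 1.98 with isotype at 4 h, and 0.87 and −0.39 at 24 h.

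The isotype control was compared with untreated cells to measure the background of the treatment. No untreated library of 4, 12 or 24 h was analysed here, so time in culture and the control protein were not separated. At 4 h 4792 genes were called, 2743 higher and 2049 lower, at 12 h 5602 (2965 and 2637) and at 24 h 5690 (2869 and 2821). GC correction turned the split at 4 h to 2805 higher and 2975 lower, and that at 24 h to 3315 and 3837. The block fits called 5072, 5753 and 5849 genes, with mean correlations of same-numbered libraries of 0.088, −0.026 and 0.02. The groups did not overlap for 5712, 8319 and 8440 genes (42.4%, 61.8% and 62.7%, against 10% by chance).

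The isotype control raised Il6 by 5.52 at 4 h and 1.11 at 24 h, and Tnf by 2.72 at 4 h, while Tnf was lower than in untreated cells at 24 h, by −1.79. The NF-kB list had medians of 1.5, 0.27 and −0.85 at 4, 12 and 24 h against untreated cells. For the interferon-stimulated list they were 3.84, 3.58 and 2.4, with 30 of 30 genes higher at each time. Its camera adjusted p-values were 1.32e-136, 9.38e-98 and 4.32e-57. Medians of the alternative activation list were −0.575, −1.245 and −1.31 (camera adjusted p 0.00722, 8.66e-06 and 2.24e-11). Those of the cell cycle list were −0.668, −1.417 and −0.799 (camera adjusted p 0.00894, 7.48e-06 and 0.00586). The sterol synthesis list had 0.27, −0.714 and −1.262 (camera adjusted p 0.0797, 8.61e-09 and 1.25e-15). The rule named Gm26716 and Gm8221 as most raised and Crisp3 and Fosb as most lowered at 4 h. Gm26716 and Gm8221 are an antisense gene and a pseudogene, and are uncertain. Gm26716 was at least 16.9-fold higher, Gm8221 rose by 6.97, Crisp3 was at least 20.7-fold lower and Fosb fell by 4.55 on the log2 scale. Pkp1 and Apol9b were raised at 12 h, at least 14.7-fold and 28-fold, and Cd209a and Crisp3 were lowered, at least 35.9-fold and 25.4-fold. At 24 h Gm26716 and Pkp1 were at least 12.4-fold and 12-fold higher, and Gm4366 and Cyp4a12b at least 46.6-fold and 26.4-fold lower. Apol9b, Cyp4a12b and Cd209a belong to families with close copies, so their counts are uncertain too.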

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

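The tests of GC content and of depth, the repeat of the assignments to times with GC correction, the relation of the assignments to GC tilt, their division by whole times, and the look at levels per treatment, were chosen only after the result had been seen, while RLE scaling and the assignments without correction were not.

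The FcMR effect differed between times for 1484 genes in a joint edgeR test over the 3 times. A correction for GC content left 1336 of these genes called, thinning every library to the smallest total left 968, and RLE factors left 1231, so each left more genes than it removed. Same-numbered FcMR and isotype libraries were also kept together as pairs and assigned to the times in 100 ways, the real one included, in a fit with a block per pair. The real assignment called 675 genes, and 2 of the 100 assignments, itself included, gave as many. The other one called 1701 genes. It ranks 1 among the 100 in how much of the spread in GC tilt between pairs lies between its times (90%, against 13.5% for the real one). Since 87 of the 100 called 0 genes, the relation to GC tilt was taken on genes at an unadjusted p under 0.05. Over the 99 assignments other than the real one it had a Spearman rho of 0.786, and of 0.635 with GC correction, so GC tilt is related to these counts and the correction removes the relation only in part. With the correction, the assignment that had called 1701 genes called 0 (1827 at an unadjusted p under 0.05), the real one called 1947, and the next highest called 480. That one is not free of the real difference, since it keeps the 3 pairs of 4 h together. Of the other assignments 9 keep the pairs of a real time together and called 0 to 480 genes with the correction, and the 90 that keep none together called at most 1. Among these 90, the relation to GC tilt had a rho of 0.883, and of 0.785 with the correction. The real assignment ranks 66 in its share of GC tilt, and the 30 of the 90 with no larger share called at most 1 gene without the correction and 0 with it. GC tilt therefore does not account for the count of the real one. A change over time in the difference between FcMR and isotype is kept as a hypothesis, since it was found and tested on the same data. The isotype group changes over time itself, so the levels of both groups are needed to see which of them moved, and for the 1484 genes together this was not analysed here.

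The list tests gave differences between 24 h and 4 h for 3 lists. The cell cycle list had a median difference of −0.76, with 2 of 30 genes higher. The interferon-stimulated list had −0.33, with 8 of 30 higher. The NF-kB and pro-inflammatory list passed the test with a median difference of −0.026 and 17 of 36 genes higher, and its quartiles were −0.625 and 0.411, so its genes did not share one direction. The camera adjusted p-values were 3.73e-06, 0.00199 and 0.000461, over 5 lists, at the fixed inter-gene correlation of 0.01 and without the replicate block. For the cell cycle list the replicate number held 80% of the variance of the score within groups. Its test of FcMR against isotype at 24 h did not pass with that correlation estimated (camera adjusted p 0.143), and passed when the block was added. Technical explanations were not tested for these 3 differences separately.

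Among genes whose FcMR effect against isotype was larger at 24 h than at 4 h, the difference on the log2 scale was 4.41 for Slc1a2, 2.35 for Acsl1, 2.01 for Ereg and 1.8 for Il1b. Slc1a2 rose with FcMR from 31.5 to 101 CPM and fell with isotype from 4.33 to 0.652, and Acsl1 rose from 646 to 1151 and fell from 335 to 117. Il1b fell in both, from 5768 to 1896 with FcMR and from 970 to 91.6 with isotype, and so did Ereg, from 30 to 2.38 and from 9.4 to 0.184. Every isotype 24 h library held at most 3 counts of Ereg, so its value is poorly determined. Effects that were negative at 4 h and smaller in size later gave 1.87 for 2810013P06Rik, 1.8 for Dnajc28 and 0.68 for Cd300lb. The effect moved down by −4.15 for Il23a, −3.87 for Fat3, −3.42 for Nxpe5, −3.3 for Ccl2, −2.9 for Hal, −2.82 for Ccl3, −2.45 for Mamdc2, −2.0 for Ccr2, −1.995 for Ehd4, −1.91 for Tnf, −0.88 for Slc36a2, −0.598 for Tnfaip3 and −0.403 for Il12b. From 4 h to 24 h Fat3, Hal, Ccr2, Mamdc2 and Ehd4 fell with FcMR and rose with isotype, Nxpe5 and Slc36a2 rose in both, and Il23a, Ccl2, Ccl3, Tnf, Tnfaip3 and Il12b fell in both. In each of these cases the libraries of the 2 times did not overlap. Il23a was at or under 3 counts in each isotype library of 24 h. The joint test also draws on 12 h, where the effect lay outside the range of the other times for Slc36a2, Il12b, Cd300lb, Ereg and 2810013P06Rik. Taken alone, the difference between 24 h and 4 h was not called for Slc36a2 (adjusted p 0.33) or Il12b (adjusted p 0.231). These genes were picked by rule or fixed by name. The differences of Mamdc2, Acsl1, Ccl3 and Ehd4 kept their direction and were called under 12 alternatives, GC correction, thinning and RLE factors among them, and in 18 fits that each left out one library. For the other genes the difference between times was not refitted.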

How the results depend on the processing

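Of the results that answer a comparison, 395 values under alternatives kept their direction and their side of the threshold (for counts, stayed within 1.5 times), 18 became weaker, 15 stronger and 1 reversed. Of values for single named genes, 1261 kept theirs, 21 became weaker, 2 stronger and 6 reversed. Where no cause is named below, the cause was not tested.

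For FcMR against isotype at 4 h, 2390 genes became 3620 with GC correction, 3756 with the replicate block and GC correction together, and 3942 without both libraries out of title order. They became 791 with only the groups compared and 1385 with a fold above 1.5. GC correction kept 2260 of the 2390, so the added genes came on top of them. The share of higher genes went from 48.6% to 62.7% with RLE factors, 64.4% with DESeq2, 67.1% with the authors' factors and 75.2% without an expression filter. At 12 h, 2169 became 3395 with the block and GC correction and 1410 with a fold above 1.5. At 24 h, 2813 became 1842 with that fold. Leaving out one library gave 1601 to 3209 genes at 4 h, 1591 to 1879 at 12 h and 2126 to 3198 at 24 h, over 6 fits each.

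For isotype against untreated at 4 h, 4792 became 2837 with only the groups compared. Higher genes were 57.2% of these calls. They were the smaller part without an expression filter (45.5%, with the median of all genes at −0.125), with GC correction (48.5%), with the block and GC correction (47.6%), without both libraries out of order (47.7%) and without isotype 4 h replicate 3 (48.8%). At 24 h the share went from 50.4% to 46.4% with GC correction, 46.2% with the block and GC correction and 48.1% without both libraries out of order. The counts of 12 h and 24 h stayed within 1.5 times under the 13 alternatives other than leaving out a library. Leaving out one library gave 3848 to 6250, 4597 to 5040 and 4825 to 5156 genes at 4, 12 and 24 h.

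The 1484 genes whose FcMR effect differed over time became 925 without an expression filter, 2710 with GC correction, 2915 with the replicate block and GC correction together, and 2620 without both libraries out of order. They ranged from 973 to 2322 over the 18 fits that each left out one library. The effect rose from 4 h to 24 h for 56.6% of the 1484. This became 42.9% with RLE factors, 36.1% without an expression filter, 42.5% with DESeq2, 37.9% with limma, 40.1% with the authors' factors, 48.3% with GC correction, 47.1% with the block and GC correction and 42.4% with only the groups compared. It was also under 50% in 2 of the 18 fits, at 43.6% and 49.5%.

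Among lists, the sterol synthesis median at 4 h reversed to 0.043 with limma on the deposited normalized values. With the inter-gene correlation estimated from the data, the cell cycle list no longer passed at 12 h (−0.62) and 24 h (−1.13), nor the sterol list at 12 h (−0.21). With the block added to that estimate, the cell cycle list passed at 24 h (−1.13, adjusted p 0.0351), and neither list passed at 12 h (−0.599 and −0.21). The sterol list at 12 h also did not pass with the authors' factors (−0.159) or with thinned libraries (−0.179), and ranged from −0.255 to −0.165 when one library was left out, with 4 of these 6 fits not passing. At 24 h it passed without an expression filter (−0.168), with limma (−0.207) and with GC correction (−0.195), and ranged from −0.228 to −0.086 over libraries left out, passing in 1 of 6 fits. The cell cycle list at 4 h passed without both libraries out of order (−0.278) and ranged from −0.366 to −0.068 over libraries left out, passing in 1 of 6 fits. The alternative activation list at 4 h passed without an expression filter (0.228). For FcMR against isotype, the NF-kB and interferon-stimulated lists passed at each time under each alternative run. The interferon-stimulated list passed narrowly at 12 h and 24 h in its weakest alternative (camera adjusted p 0.0347 and 0.043). For the NF-kB list the highest values there were 2.45e-05 and 0.000509. For isotype against untreated with the inter-gene correlation estimated, the NF-kB list did not pass at 12 h or 24 h (unadjusted p 0.166 and 0.149, and 0.173 and 0.227 with the block). The cell cycle list did not pass at 4, 12 or 24 h either (camera unadjusted p 0.421, 0.173 and 0.376). With the block these values were 0.184, 0.0152 and 0.103.

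The single genes that reversed were Ptprc and Ccl2, at times when neither was called. Ptprc at 12 h became −0.011 with GC correction and −0.012 with the block and GC correction, and at 24 h −0.013 and −0.014. Fits that each left out one library ranged from −0.044 to 0.199 for Ptprc at 24 h and from −0.468 to 0.085 for Ccl2 at 12 h. With one library left out, calls were lost for the pseudogenes and antisense gene Gm26716, Gm4366, Gm48415 and Gm9845, and for Ankrd63. With only the groups compared, Ankrd63 and Nfkbia at 4 h were not called, nor was Gm9845 at 12 h with DESeq2. Ankrd63 at 4 h was also not called without both libraries out of order (−1.642, edgeR adjusted p 0.0612). Its difference ran from −3.174 to −1.595 over the fits that each left out one library. Ptprc at 4 h was called with GC correction (0.283) and with the block and GC correction (0.284).

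Depth limits genes near the floor, which lies at 0.542 CPM in the smallest library. Thinning to that library's total left 1764 of the 2390 genes called at 4 h, 1647 of 2169 at 12 h and 2263 of 2813 at 24 h.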

Other observations

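Apart from the other splits of the libraries, the tests in this part were chosen only after the pattern they address had been seen, and those on mislabelling, depth, replicate number and pseudogenes after values bearing on their outcome had been seen too.

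Other splits of the libraries were fitted on the 6 libraries of each comparison alone. Among the 4 splits that part all 3 same-numbered pairs, 1 of 4, the real one, gave as many genes in each comparison: 791, 1705 and 1954 for FcMR against isotype at 4, 12 and 24 h, and 2837, 7134 and 7246 for isotype against untreated. The other 6 splits part only 1 pair each. All 9 other splits called 0 genes in each comparison, with 70 to 1301, 72 to 661 and 70 to 456 genes at an unadjusted p under 0.05 for FcMR, and 43 to 1587, 37 to 351 and 57 to 211 for isotype against untreated. With 3 libraries against 3 this comparison of splits cannot reach a share under 0.05, so taken alone it cannot tell these results from a coincidence of grouping.

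FcMR 12 h replicate 1 and isotype 4 h replicate 3 stand in each other's place in the numbering, which could come from a mislabelled sample. FcMR 12 h replicate 1 correlated at 0.958 with its own group and 0.949 with the other isotype 4 h libraries. Isotype 4 h replicate 3 correlated at 0.936 with its own group and 0.957 with the other FcMR 12 h libraries, a difference of 0.021. These pull in different directions. On 541 raised and 505 lowered genes of 24 h, which come from libraries of neither group, the lowest FcMR 12 h score exceeded the highest isotype 4 h score by 1.86, and both libraries scored with their labelled groups (2.48 and 0.471). After GC correction, FcMR 12 h replicate 1 correlated at 0.972 with its own group and 0.95 with the other, and isotype 4 h replicate 3 at 0.957 with both. The other FcMR 12 h libraries scored 2.39 and 2.42, and the other isotype 4 h libraries 0.53 and 0.524. The score therefore argues against an exchange of these libraries, which the correlations alone could not decide.

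One axis held 37.3% of the variance of libraries around their group means, and the second axis 7.58%. A candidate explanation is GC content: across 13440 genes the weights on the axis correlated with transcript GC content at a Spearman rho of 0.788, genes not being independent replicates, and GC correction lowered the share of the first axis to 23.9%. The libraries kept their places on it (isotype 4 h replicate 3 at 0.537 before and 0.574 after, FcMR 12 h replicate 1 at −0.41 and −0.4), so the correction removed only part of the axis. Depth showed no relation, at a rho of −0.04 with the library total within groups. For the replicate number, the mean product of the scores of same-numbered libraries over the mean square was 0.142. This value is weighted by large scores and does not count signs. Replicate 1 scored negative in every group except untreated cells (0.143). Replicate 3 scored positive in every group except FcMR 4 h (−0.045), and replicate 2 took both signs. Some of these scores were small, such as −0.006 for FcMR 24 h replicate 1. The replicate number therefore stays open as an explanation of part of the axis. FcMR 12 h replicate 1 stands in number with the 4 h libraries, and isotype 4 h replicate 3 with those of 12 h. Their GC tilts, −0.722 and 0.641, had the sign of the libraries they stand with. The other 4 h libraries ranged from −1.582 to −0.153 and the other 12 h libraries from 0.588 to 0.821. Untreated libraries were positive, and those of 24 h took both signs. Whether the axis follows the order of library numbers was not tested. The axis may thus be technical, and no biological explanation was tested. Since the correction was estimated over all libraries, it can also remove group differences that follow GC content.

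The interferon-stimulated list stood far above untreated cells in the isotype groups. GC correction left its median at 4 h at 3.66 and thinning at 3.83, against 3.84. A single aberrant library would not explain it, since the lowest isotype library scored 2.32 above the highest untreated one. Isotype against untreated at 4 h and FcMR against isotype at 24 h share no library and correlated across genes at a Spearman rho of 0.395 (0.328 after GC correction), and at 0.391 without the NF-kB and interferon lists. Of the 5 other pairs of such comparisons that share no group, FcMR at 12 h with isotype at 4 h gave 0.479. FcMR at 24 h with isotype at 12 h gave 0.155, FcMR at 4 h with isotype at 12 h 0.097 and with isotype at 24 h −0.06, and FcMR at 12 h with isotype at 24 h 0.074. The correlations were highest with the isotype effect of 4 h. A response shared with the control protein or a culture step remains a hypothesis. Time in culture, the protein and anything carried with it were not separated, because no untreated library of 4 h was analysed here.

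Some genes had 0 counts in one library and at least 100 in another of the same group. Of 106 such annotated genes, 56 were pseudogenes (52.8%), against 2.55% of the 11735 other genes reaching that count, an odds ratio of 42.7 (95% interval 28.2 to 65, two-sided Fisher's exact test, p 8.79e-58, genes not being independent). Reads shared between near-identical copies are a candidate explanation. Of these genes, 6 are among the 4555 called between FcMR and isotype at any time. Genes picked for a wide spread within a group are hard to call. The number therefore does not show how far shared reads affect the calls.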
